A study of Homo sapiens with 2 samples.

How the data were processed

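MNase-seq maps nucleosomes by digesting chromatin with micrococcal nuclease, which cuts the DNA between nucleosomes and leaves the DNA wrapped around them, and then sequencing the protected fragments. The study used ARPE-19, an established human cell line of retinal pigment epithelium, in interphase. Per the labels' protocols, lysed cells were digested for 5 min at 37 °C, fragments of about 150 bp were cut from a gel, and libraries were made for Illumina sequencing. The labels list 2 samples, numbered as batches 1 and 2, of the same cells in the same condition, so the design has 1 group and no treated or control arm.

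The authors deposited 1 list for the series, which gives a chromosome, a start and an end per row and no height, score or p-value. Every row is an interval of 1 bp, so the list was read as a list of point positions. It is a list of the authors' calls, and a position was counted or not counted without any weight. The list does not name a sample. Whether the reads of the batches were pooled, and which aligner, caller, fragment-length filter and threshold the authors used, is not stated in the labels or the header. The number of reads behind the list is therefore unknown, no value per batch could be given, and no spread between batches could be measured. The deposited list names hg38 as its build. Its name also carries the numbers 120, 180 and 2. Whether 120 and 180 are limits on fragment length, and whether the 2 stands for a batch or a setting, is not stated. All 35 sequence names in it occur in the hg38 reference used here, no row lay past the end of its sequence, and no position on chromosomes 1-22 and X fell on an undetermined base (N).

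Positions were sorted and repeated rows were removed. Counts were taken on chromosomes 1-22 and X and divided by the number of bases that are not N, as positions per kb. The reference sequence was hg38 and the gene annotation was GENCODE 44, with 1 start site per protein-coding gene (that of the MANE Select transcript, or else of the canonical one, or else the gene's 5' end). CpG islands were found in the reference with a running score of +17 for a CpG and -1 for any other base, keeping segments over 500 bp with at least 55% GC and an observed to expected CpG ratio over 0.65. This stricter definition had been set for a reference without repeat masking, which is what was given. An island's border was 200 bp either side of its edge, its interior everything further inside, its shore up to 2000 bp outside, its shelf up to 4000 bp, and the rest of the genome is called open sea. By construction an island starts and ends with a CpG. CTCF sites were matches to a consensus motif (CCASYAGRKGGC in IUPAC letters) on either strand, and CTCF binding was not measured.

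For each comparison of 2 kinds of sequence, the log2 ratio of the densities was computed on each of the 23 chromosomes and is given as the mean ± SD over chromosomes. It was tested with a two-sided sign-flip permutation test with 100000 draws, for which 1e-05 is the smallest p-value. Benjamini-Hochberg adjusted values cover the 15 comparisons that were fixed for this test. A further 8 values, for start sites inside and outside islands separately and for the island edge, were tested the same way and are adjusted over all 23. Chromosomes are not biological replicates: the SD and the p-value describe how uniform a difference was along the genome in this one list, not how it would vary between cultures. For shares of positions, 95% Wilson intervals are given. They cover counting error only. The calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0.

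The feature definitions, the 15 comparisons, the comparisons of chromosome X and of the gene families, the spacing measure and the first set of alternatives were fixed before the data were examined. The tests of explanations in the closing section were not part of that plan, and each of its parts says which were chosen only after the result was seen. Also chosen afterwards were the comparison at the island edge, the separate tests of start sites inside and outside islands, the alternatives computed for these, the bounds of the block on chromosome 15 and the comparison of chromosome X with Y. The alternatives fixed beforehand that were run were a GC expectation, autosomes only, borders of 100 and 500 bp, start sites of all transcripts, a start site window of -150 to 0 bp, another smoothing or all pairs for the spacing, another control window for GC content, and a flank correction for the gene families. The GC expectation gave each base the genome-wide density of its GC bin (2% wide, from the 200 bp around the base) and replaced the number of bases. Because islands are defined in part by their GC content, this correction can also take out part of a difference that belongs to islands themselves. After the data were seen, 6 more alternatives were added: merging positions closer than 100 bp into their midpoint, leaving out 100-kb windows without a position, an expectation from the density of the surrounding 1-Mb window, leaving out chromosome 15, the GC expectation for chromosome X, and islands over 200 bp with at least 50% GC and a ratio over 0.6.

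The density code was tested on simulated positions on 4 chromosomes with known ratios. All 29 values came back within 0.25 on the log2 scale, with the largest error at 0.234. Several differences reported below are smaller than 0.25, and this check says little about those. Planted spacing of 190 bp, in arrays without a missing nucleosome, was recovered as 186 to 191 bp. In 400 simulated null tests, 5.75% of sign-flip p-values were under 0.05, and in 100 simulated tests with a mean shift, 99% were.

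Genes named in the text were chosen by a rule: the 3 genes with a start site in an island that had the most positions within 2000 bp of the start site, and the same for the ribosomal protein genes. A second rule, for naming the widest or highest peaks, could not choose any, since all rows have the same width and no score. DNA methylation is not analysed here.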

Results

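The list held 2634347 rows, of which 4 repeated another row, and each row was a single base. Chromosomes 1-22 and X carried 2632955 distinct positions, or 0.904 per kb over 2911 Mb of determined sequence. A further 1388 rows, 0.0527% of the list (95% Wilson interval 0.050 to 0.0555%), lay on 12 unplaced or alternate sequences. Neither chromosome Y nor the mitochondrial genome had a row. In a random draw of this size, a count of 0 would allow a share of up to 0.000114% for each. Whether these sequences were left out of the list is not stated, so that limit may not apply. The 2 batches of interphase ARPE-19 cells were not distinguished in the list, so the values below describe 1 nucleosome map without replicates. The read depth behind it is unknown.

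The first question was whether the positions were spaced as nucleosomes are. Neighbouring positions lay a median of 549 bp apart (quartiles 197 and 1314 bp, 2632932 pairs). Above 100 bp, the most frequent distance between neighbours was 183 bp over all chromosomes. Taken chromosome by chromosome it was 182 bp ± 1.94 (SD, n = 23 chromosomes), with a range of 177 to 184 bp. When positions closer than 100 bp were merged, the alternative that moved it most, it was 184 bp. Counting all pairs of positions rather than neighbours, the number of pairs rose and fell regularly with distance, with maxima at 185, 374, 560, 748, 936, 1119 and 1313 bp. A straight line through these 7 maxima had a slope of 187.5 bp per nucleosome, and the slope per chromosome was 188 bp ± 1.79 (SD, n = 23). A separate maximum of neighbour distances lay at 32 bp. Pairs of neighbours under 60 bp apart numbered 236908, or 9.0% of all neighbour pairs (95% Wilson interval 8.96 to 9.03%). Merging all positions closer than 100 bp left 2333910 positions.

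**Figure D1:**
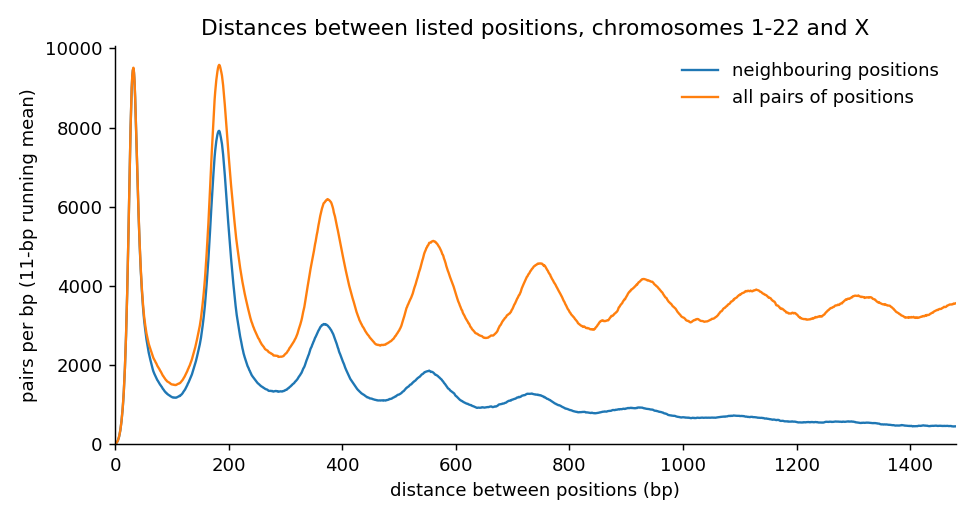
Number of pairs of positions per bp of distance (11-bp running mean, linear axes) against the distance in bp, for neighbouring positions and for all pairs on chromosomes 1-22 and X. Maxima at 32 bp and 183 bp stand out for neighbours, and for all pairs the maxima continue at 374, 560 and 748 bp with falling height.

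Density differed between chromosomes. Autosomes averaged 0.929 positions per kb ± 0.135 (SD, n = 22), from 0.765 on chromosome 6 to 1.26 on chromosome 9, with chromosome 15 next at 1.23. Chromosome X had 0.481 positions per kb, 0.517 times the autosome mean, and lay below every autosome. With 23 chromosomes an exact permutation test, two-sided, cannot give a p-value under 0.0435, which was the value obtained. Dividing by the GC expectation narrowed the gap most, to 0.588 for X against 0.998 ± 0.186 (SD, n = 22 autosomes), and X stayed lowest, with the closest autosome, chromosome 19, at 0.664. Chromosome 15 was not uniform. From 23 to 48 Mb it held 1815 positions, 0.0727 per kb, and from 49 Mb to near its end it held 97445, 1.88 per kb.

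**Figure D2:**
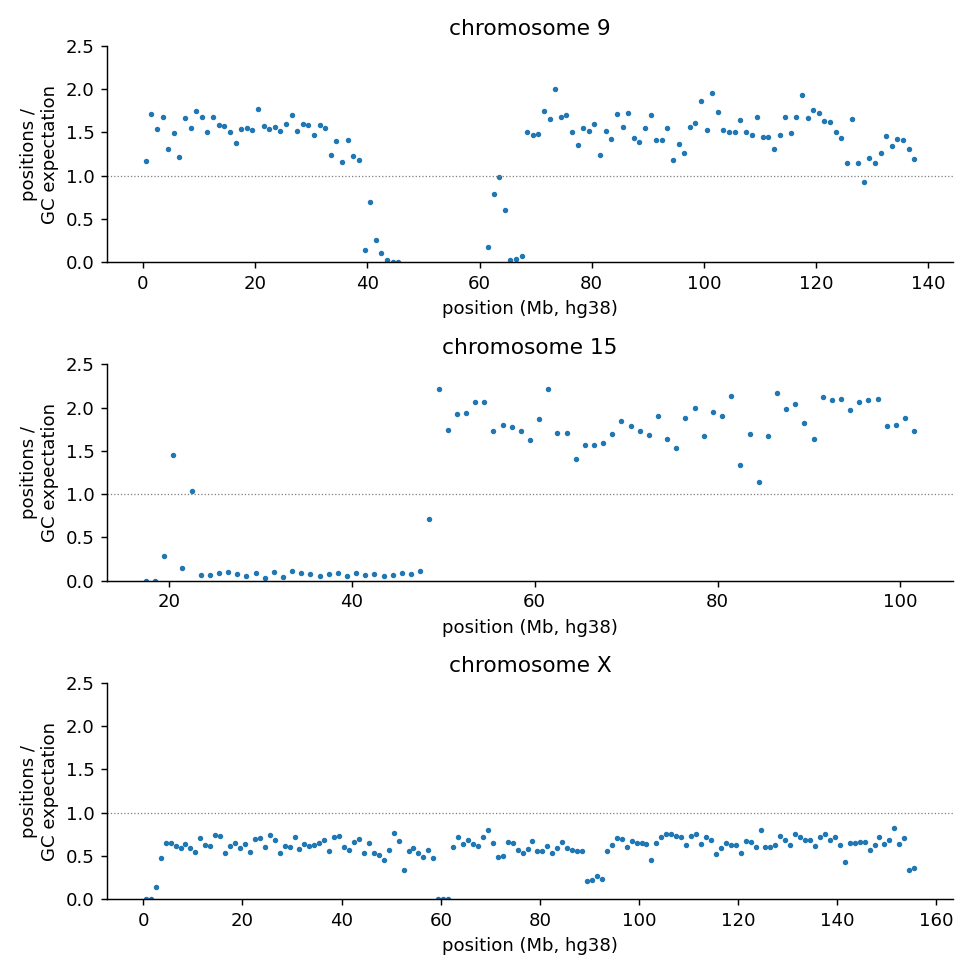
Positions divided by the number expected from GC content in 1-Mb windows (points) along chromosomes 9, 15 and X, against the position in hg38 in Mb; the dotted line marks the genome-wide expectation of 1. The median over windows with a position was 1.51 on chromosome 9 and 0.632 on chromosome X, and chromosome 15 stepped from a ratio of 0.0763 (23 to 48 Mb) to 1.81 (from 49 Mb on).

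Base composition was compared between positions and the sequence between them. The 150 bp around a position had a GC content of 49% ± 1.84 (SD, n = 23 chromosomes), against 43.0% ± 2.29 for the 150 bp midway between neighbours that lay 300 to 1000 bp apart. The difference was 6.02 percentage points ± 0.660 (SD) and was positive on 23 of 23 chromosomes (sign-flip permutation test, p = 1e-05, adjusted 1.88e-05). Windows 1000 bp downstream of the positions, as an alternative control, gave a difference of 5.63 points. Gaps of 300 to 1000 bp are wider than the repeat of 187.5 bp, so the sequence midway can hold nucleosomes missing from the list. The difference is therefore between listed positions and other sequence, not between nucleosomes and the DNA between them. Density depended steeply on the GC content of the surrounding 200 bp. It was 0.0181 per kb at 24 to 26% GC and 0.459 per kb at 36 to 38%. It reached 1.91 per kb at 48 to 50%, dipped to 1.62 at 54 to 56%, stood at 1.90 at 58 to 60% and fell to 0.517 per kb at 70 to 72%. The log2 ratios of densities below are therefore also given after division by the GC expectation.

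The series is about the border of CpG islands, which are stretches of sequence rich in CpG dinucleotides that often hold promoters. In hg38, 17128 islands with a median length of 924 bp met the criteria. Interiors held 5450 positions in 13.3 Mb, or 0.410 per kb. Borders held 8866 positions in 13.7 Mb, or 0.647 per kb. Shores had 0.974, shelves 1.07 and the open sea 0.903 positions per kb. The border had 1.57 times the density of the interior, a log2 ratio of 0.65 ± 0.14 (SD, n = 23 chromosomes), higher on 23 of 23 chromosomes (permutation p = 1e-05, adjusted 1.88e-05). This difference was not seen once the GC expectation was divided out: the log2 ratio was then 0.0086 ± 0.14, positive on 14 of 23 chromosomes (permutation p = 0.776). Both parts were less dense than the open sea. The log2 ratio to the open sea was -0.52 ± 0.20 for the border and -1.16 ± 0.18 for the interior, lower on 23 of 23 chromosomes in both cases (permutation p = 1e-05 each, adjusted 1.88e-05). With the GC expectation the ratios were -1.03 for the border and -1.04 for the interior, so the depletion of the border grew and the parts differed by less than the spread between chromosomes. The shore was slightly denser than the open sea, with a log2 ratio of 0.088 ± 0.086 on 20 of 23 chromosomes (permutation p = 0.00017, adjusted 0.000255). Its direction was not stable: the log2 ratio was -0.37 with the GC expectation and -0.14 against the expectation from the surrounding 1-Mb window.

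Across the edge itself, density did not change smoothly. It was 1.01 per kb from 125 to 100 bp outside the edge, dipped to 0.433 per kb from 75 to 50 bp outside, rose to 0.872 per kb from 50 to 75 bp inside, and fell to 0.302 per kb from 100 to 125 bp inside. The first 50 bp inside had 1.66 times the density found 50 to 100 bp outside, a log2 ratio of 0.75 ± 0.33 (SD, n = 23), higher on 22 of 23 chromosomes (permutation p = 1e-05, adjusted 1.53e-05 over all 23 sign-flip tests). With the GC expectation the log2 ratio was 0.96. The window outside is the dip itself, so the ratio measures the step from the dip into the island and not an excess over the sequence further out. This comparison was chosen after the profile was seen.

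**Figure D3:**
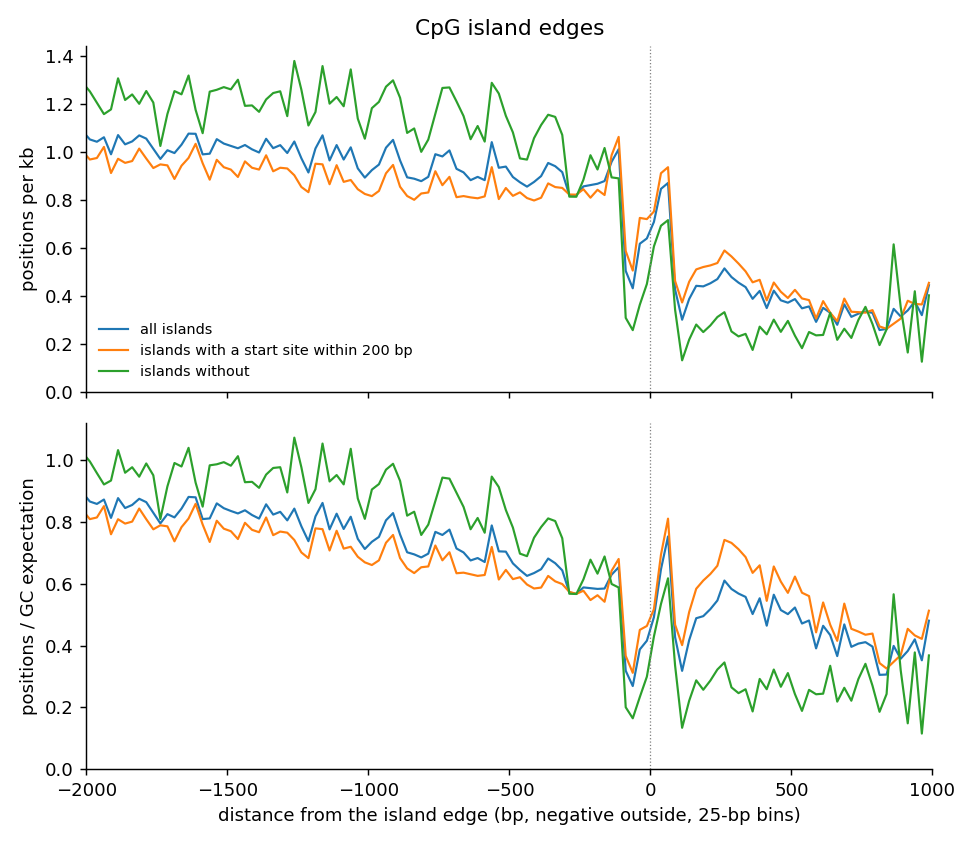
Density around CpG island edges in 25-bp bins against the distance from the edge in bp (negative outside). The top shows positions per kb and the bottom positions over the GC expectation. Lines are for all 17128 islands, the 11748 with a start site of a protein-coding gene within 200 bp and the 5380 without. In all islands, density fell from outside to inside, with a dip to 0.433 per kb just outside the edge, between local maxima of 1.01 per kb further out and 0.872 per kb just inside.

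Transcription start sites were examined for a gap in the nucleosome map. Over 19970 protein-coding genes, density from -200 to +50 bp of the start site was 0.644 per kb, against 0.851 per kb from 1000 to 2000 bp on either side. The log2 ratio was -0.40 ± 0.24 (SD, n = 23 chromosomes), lower on 22 of 23 chromosomes (permutation p = 1e-05, adjusted 1.88e-05). The narrower window from -150 to 0 bp moved it most, to -0.68, and the start sites of all transcripts moved it nearly as far the other way, to -0.14 on 23 of 23 chromosomes. With the GC expectation it was -0.20 ± 0.27, lower on 17 of 23 chromosomes (permutation p = 0.00148). The 11139 sites inside islands had 0.341 per kb in the window and 0.759 per kb in the flanks, a log2 ratio of -1.13 ± 0.25, lower on 23 of 23 chromosomes (permutation p = 1e-05, adjusted 1.53e-05 over all 23 sign-flip tests). With the GC expectation this was -0.48 ± 0.28, lower on 22 of 23. The 8831 sites outside islands had 1.03 per kb and 0.967 per kb, a log2 ratio of 0.11 ± 0.24, which was below 0 on 6 of 23 chromosomes (permutation p = 0.0396, adjusted 0.0455 over the same tests). The direction at these sites depended on the correction: with the GC expectation the log2 ratio was -0.18 ± 0.28, lower on 16 of 23 chromosomes (permutation p = 0.00724). Without that correction it was 0.10 on autosomes alone (permutation p = 0.0598) and 0.0011 in the window from -150 to 0 bp (permutation p = 0.987). With the start sites of all transcripts it was 0.064, higher on 20 of 23 chromosomes (permutation p = 0.00085), and without chromosome 15 it was 0.13 (permutation p = 0.0147). The difference between the sets, tested directly, was -1.24 ± 0.20 on the log2 scale, with the same sign on 23 of 23 chromosomes (permutation p = 1e-05, adjusted 1.88e-05). With the GC expectation it was -0.31 ± 0.25, with the same sign on 21 of 23 (permutation p = 4e-05).

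In finer bins, density at island start sites was lowest from -25 to 0 bp, at 0.0503 per kb. It rose to 2.64 per kb from 125 to 150 bp downstream, with a second maximum of 0.697 per kb from 300 to 325 bp and an upstream maximum of 1.2 per kb from -250 to -225 bp. Start sites outside islands had a downstream maximum in the same bin, 125 to 150 bp, at 2.85 per kb. Their second maximum, 1.34 per kb, also fell at 300 to 325 bp. Their upstream minimum was shallow, at 0.833 per kb from -75 to -50 bp.

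**Figure D4:**
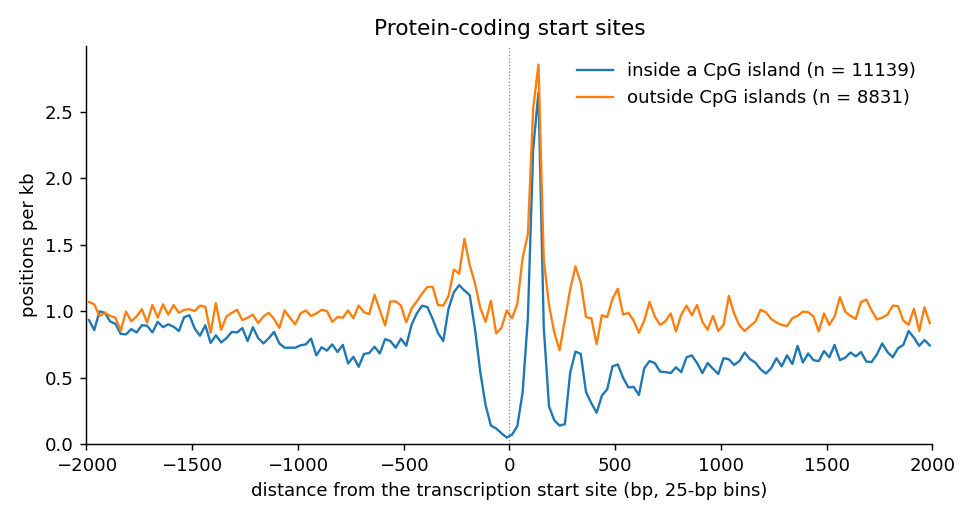
Positions per kb in 25-bp bins against the distance from the transcription start site in bp (negative upstream), for the 11139 protein-coding start sites inside a CpG island and the 8831 outside. Both lines peak 125 to 150 bp downstream, at 2.64 and 2.85 per kb, and the line for island start sites drops to 0.0503 per kb just upstream of the start.

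CTCF is a DNA-binding protein beside which nucleosomes are usually regularly placed, and its consensus sequence served as a landmark that does not depend on gene annotation. At 11012 matches in hg38, density within 50 bp of the motif was 0.967 per kb, against 2.63 per kb from 100 to 200 bp on either side. The log2 ratio was -1.45 ± 0.30 (SD, n = 23 chromosomes), lower on 23 of 23 chromosomes (permutation p = 1e-05, adjusted 1.88e-05), and -1.64 with the GC expectation. The reference here was the flanking peak. Density over the motif was above the 0.904 per kb of all chromosomes, but 0.696 times its GC expectation. The lowest densities lay beside the motif, at 0.263 per kb from 80 to 90 bp and 0.272 per kb from -100 to -90 bp. Density peaked at 5.26 per kb from -150 to -140 bp and at 5.01 per kb from 150 to 160 bp. On the right, further maxima followed at 320 to 330 bp (2.84 per kb), 490 to 500 bp (2.09 per kb) and 660 to 670 bp (2.04 per kb), and the left side had maxima starting at -330, -510 and -680 bp.

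**Figure D5:**
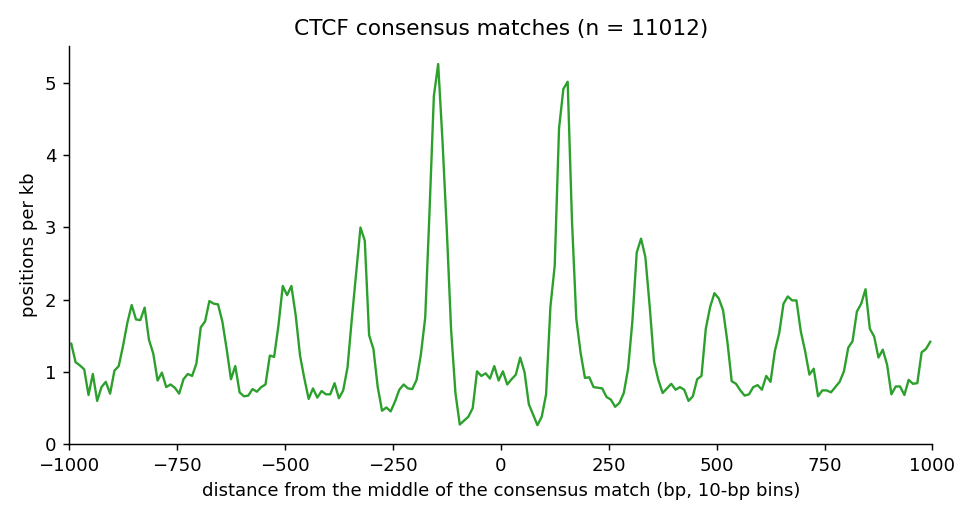
Positions per kb in 10-bp bins against the distance in bp from the middle of 11012 matches to the CTCF consensus, without regard to strand. The highest peaks, 5.26 and 5.01 per kb, flank the motif at about 150 bp, and lower peaks repeat on both sides.

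Exons were compared with the introns beside them, using 43958 internal coding exons of 100 to 300 bp with long introns on both sides. Exons had 1.42 positions per kb and the introns 300 to 500 bp away had 0.951. The log2 ratio was 0.53 ± 0.27 (SD, n = 23 chromosomes), higher on 22 of 23 chromosomes (permutation p = 1e-05, adjusted 1.88e-05). It was 0.26 ± 0.19 with the GC expectation, higher on 20 of 23 (permutation p = 3e-05). Density peaked at 2.04 per kb in the 25 bp before the middle of the exon.

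By annotation, 41.8% of positions lay in introns of protein-coding genes (95% Wilson interval 41.7 to 41.8%) and 38.2% between genes (38.2 to 38.3%), against 41.6% and 38.9% of the determined bases. Promoters, within 1000 bp of a start site, held 1.19% of positions and 1.28% of bases. Coding exons were denser than intergenic sequence, with a log2 ratio of 0.33 ± 0.24 on 21 of 23 chromosomes (permutation p = 4e-05, adjusted 6.67e-05). That direction reversed to -0.15 with the GC expectation, and against the surrounding 1-Mb window the ratio was 0.027 (permutation p = 0.535). Promoters were less dense than intergenic sequence, with a log2 ratio of -0.10 ± 0.16 on 17 of 23 chromosomes (permutation p = 0.00501, adjusted 0.00683). When positions closer than 100 bp were merged, this was -0.061 (permutation p = 0.0629). Without chromosome 15 it was -0.082, lower on 16 of 22 chromosomes (permutation p = 0.00936). The remaining settings widened the difference. It was -0.48 with the GC expectation and -0.41 against the surrounding 1-Mb window, each lower on 23 of 23 chromosomes, and -0.24 without empty windows, lower on 21 of 23. Other genes differed by 0.051 ± 0.11 on 13 of 23 chromosomes (permutation p = 0.0335, adjusted 0.0419) and were less dense, at -0.069, once windows without a position were left out, while with the GC expectation they stood at 0.041. Introns, at 0.041 ± 0.15, 3' UTRs, at 0.037 ± 0.20, and 5' UTRs outside promoters, at 0.13 ± 0.41, differed from intergenic sequence by less than the spread between chromosomes (permutation p = 0.22, 0.383 and 0.135, adjusted 0.236, 0.383 and 0.156). With the GC expectation introns were less dense, at -0.088, lower on 20 of 23 chromosomes (permutation p = 0.00084). The 5' UTRs then stood at -0.25, lower on 14 of 23 (permutation p = 0.00809), and 3' UTRs at -0.050 (permutation p = 0.0542). Against the surrounding 1-Mb window, introns were less dense on 23 of 23 chromosomes, with a log2 ratio of -0.20 ± 0.036. There 3' UTRs were at -0.27, lower on 22 of 23 (permutation p = 1e-05), and 5' UTRs at -0.17 (permutation p = 0.0519).

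Gene families chosen for opposite activity were compared at their start sites. They were 85 ribosomal protein genes, taken by symbol as a family that growing cells transcribe, and 400 olfactory receptor genes, which are silent in most tissues. The rule for ribosomal protein symbols also admitted names with an added L, and expression was not measured for either family. From -200 to +50 bp, ribosomal protein genes had 0.0941 ± 0.294 positions per gene (SD, n = 85 genes) and olfactory receptor genes 0.268 ± 0.540 (SD, n = 400 genes). The difference of -0.173 positions per gene had a two-sided permutation p = 0.00415 over gene labels, with genes not being independent replicates. No position was found at 90.6% of the ribosomal protein genes (95% Wilson interval 82.5 to 95.2%) and at 77.8% of the olfactory receptor genes (73.4 to 81.6%). The flanks also differed, at 0.358 and 0.723 positions per kb. The ribosomal protein start sites were no less dense than their own flanks, at 0.375 per kb (8 positions in all), and those of olfactory receptors were denser than theirs, at 1.07 per kb. Neither set was tested alone. After subtracting what the flanks predict, the difference was -0.082 and no longer passed the threshold (permutation p = 0.181). The ribosomal protein start sites lay in islands in 60 of 85 genes and those of olfactory receptors in 2 of 400.

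The island start sites with the most positions within 2000 bp were those of ZNF595 (ENSG00000272602.6; chromosome 4, 53286 to 88208, plus strand, start site at 53321) with 54 positions, NBPF1 (ENSG00000219481.11; chromosome 1, 16562319 to 16613562, minus strand, start site at 16613487) with 40, and GPRIN2 (ENSG00000204175.6; chromosome 10, 46541736 to 46556658, minus strand, start site at 46556658) with 28. The median over island start sites was 2 positions (quartiles 1 and 4). At most 26 fragments of 150 bp fit side by side in such a window, and 5 of 19970 genes exceeded that number. These 3 counts are therefore uncertain as counts of nucleosomes. Among ribosomal protein genes, RPL10A (chromosome 6, start site at 35468401), RPL7A (chromosome 9, start site at 133348218) and RPS15 (chromosome 19, start site at 1438396) had the most, with 6 positions each.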

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

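All tests in this part were chosen only after the result was seen. The comparisons used chromosomes 1-22 and X, and 1388 rows lay on 12 other sequences, above the limit of 3 that a count of 0 allows. The rows were not set apart at the end of the list: 100% of them lay inside the rows of numbered chromosomes. That placement is consistent with positions that were called on an older genome build and then converted to hg38, where a piece of an old chromosome can land on a separate sequence. The row order described under the other observations points the same way. The labels mention no such conversion, and with 1 group in the design no biological explanation was tested.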

How the results depend on the processing

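Over 22 results, 124 alternative values were computed. Of the 120 with a test, 99 kept their direction and their side of the threshold, 7 kept their direction but no longer passed, and 14 reversed. The other 4 have no test: the spacing moved by less than its SD over chromosomes in 3, and merging left 2333910 of 2632955 positions. The depletion of island borders and interiors against the open sea, the depletion at all start sites and at those inside islands, the difference between start sites inside and outside islands, the step from the dip outside island edges to the first 50 bp inside, the excess in exons over flanking introns, the lower density over CTCF motifs than 100 to 200 bp beside them, and the higher GC content of positions kept their direction and call under each alternative that was run for them. For start sites, exons and CTCF motifs, leaving out empty windows and the 1-Mb expectation could hardly move the ratio. Both parts of such a ratio lie within 2000 bp and mostly share a window, so these alternatives do not test it. For chromosome X the p-value was at the smallest possible value, 0.0435, in each of its 3 alternatives, so it shows only that X stayed the most extreme chromosome. Its log2 ratio to the autosomes was -0.94 as reported and -0.74 with the GC expectation, the alternative nearest to 0.

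The GC expectation changed most. Under it the border no longer differed from the interior (0.0086), and the shore (-0.37), 5' UTRs (-0.25), coding exons (-0.15), 3' UTRs (-0.050) and introns (-0.088) reversed against their reference. Start sites outside islands, slightly denser than their flanks without it, were less dense with it (-0.18). Their excess also no longer passed on autosomes alone (0.10), after merging (0.086) or in the window from -150 to 0 bp (0.0011). It still passed with the start sites of all transcripts (0.064, p = 0.00085 by permutation) and without chromosome 15 (0.13). It was 0.11 without empty windows and under the 1-Mb expectation, which can hardly move a ratio to flanks this close. The GC expectation was the alternative that turned its direction. The expectation was built from the same positions, and islands are defined in part by their GC content, so it does not separate base composition from islands. Under the expectation from the surrounding 1-Mb window, the shore (-0.14), 5' UTRs (-0.17), 3' UTRs (-0.27), introns (-0.20) and other genes (-0.044) reversed, and coding exons no longer passed (0.027). Leaving out 100-kb windows without a position reversed 3' UTRs (-0.10), introns (-0.10) and other genes (-0.069). By construction, this removes sequence in which nothing was called. Merging positions closer than 100 bp left promoters short of the threshold (-0.061). The cause was not tested for the other changes. The difference between ribosomal protein and olfactory receptor start sites no longer passed after the flank correction (-0.082). The 5' UTR, 3' UTR and intron results had not passed the threshold to begin with. Some of their reversed values did pass, among them those of introns and 5' UTRs under the GC expectation and of 3' UTRs under the 1-Mb expectation. The 1-Mb expectation, the windows, the merging, the looser islands, the fit without chromosome 15 and the GC expectation for chromosome X, as well as each alternative for the separate sets of start sites and for the island edge, were chosen after the data were seen.

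Alternatives that need a score, a width or bases covered by peaks could not be run, since each row is 1 bp with no score, and those that need repeat masking could not be run on an unmasked reference. Assigning positions by 50% overlap is the same as by centre for single bases. Stricter islands, first meant as an alternative, are the reported definition for an unmasked reference, and looser ones, 51570 in number, were added instead. Merging overlapping peaks has no meaning for single bases, and merging within 100 bp took its place. No paired analysis was possible because the list does not separate the batches, and for the same reason no value without batch 1 or 2 can be given. Without read numbers, it is not known how far a sparse region reflects few nucleosomes or few reads.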

Other observations

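Of the tests in this part, those on the GC content of chromosome X and of island edges, on close pairs of positions and on repeated words around start sites were chosen before their outcome was seen, and the other tests only after the result was seen. For the close pairs and the repeated words, the value that decides was also settled after the values were seen.

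The order of the rows was not that of the genome. The list was made of 97 blocks of rows on a single sequence, although it names 35 sequences, and 11038 rows preceded the row above them on the same chromosome. Such backward steps came in long unbroken stretches, the longest of 2795 rows, and 97.2% of them fell in runs of at least 10 rows. An unsorted list would scatter them. A candidate explanation is conversion from an older build, in which an inverted block keeps its old order. Whether the 56 of 2921 1-Mb windows without a position hold sequence that only the newer build has was not tested, and no biological explanation was tested.

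Chromosome 15 had a sparse block. From 23 to 48 Mb, density was 25.8 times lower than from 49 Mb to near the end of the chromosome. The change was abrupt: in bins of 10000 bp the best single step lay at 48650001, with 8 positions in the 200 kb before it and 267 in the 200 kb after it. The nearest protein-coding gene is FBN1 (chromosome 15, 48408313 to 48645721, minus strand), whose 5' end lies 4279 bp from the step and which was named after the step was seen. A difference in GC content is argued against, since the fold was still 23.7 after the GC expectation was divided out. Sequence left out of the list or lost in a conversion is also argued against, since 97.2% of the 250 100-kb windows in the block held at least 1 position, with a median of 6 against 179.5 in the rest. Nor was the block like chromosome X: its ratio to the GC expectation was 0.130 times that of X and lay below the lowest 5-Mb window of X (0.0763 against 0.209). Of the 2921 1-Mb windows, 37 held positions at a ratio under 0.15, and 25 of these were the block. Fewer copies of this DNA than elsewhere, together with a fixed threshold on read depth, may explain a step at 48650001, but the list has no read depth, so this cannot be told apart from other causes of low depth. The density ratios between kinds of sequence, including those at the separate sets of start sites and at the island edge, kept their direction and call when chromosome 15 was left out.

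Chromosome X lay below every autosome, and its ratio to the GC expectation, 0.588, was below the lowest autosome (0.664), which argues against GC content as the whole cause. A lower copy number stays open and was not tested, since the labels give no karyotype. Within X, some stretches were sparser still. The 6 windows of 1 Mb that share at least 50% of their 32-bp words with chromosome Y lay at 0 to 3, 89 to 91 and 92 to 93 Mb. Their median ratio was 0.172, with a maximum of 0.231, against a median of 0.633 in the 150 other windows. Of those 150, 3 were at or below the highest of the 6, and all 3 held no position. This is consistent with reads that match both X and Y having been dropped, although Y itself has no row in the list. Without the 6 windows the ratio of X was 0.611, so they do not account for its low density.

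The highest maximum of neighbour distances, at 32 bp, is shorter than a nucleosome. If a pair under 60 bp were 1 nucleosome called on both sides of its centre, the middle of the pair should lie as far from the next position as single positions do. It lay farther, by 11.6 bp ± 4.12 (SD, n = 23 chromosomes), over 188320 pairs. The distance from the nearer member differed by -5.35 bp ± 4.20 and was shorter on 21 of 23 chromosomes, as that explanation requires, but the distance from the middle argues against it. Neither point of the pair had the spacing of single positions, and what the pairs are stays open: alternative placements of a nucleosome in different cells, and splitting of broad peaks by the caller, were not tested. Such pairs made up 12.6% of neighbours on chromosome 15 and 6.70% on X, the densest but one and the sparsest chromosomes. They made up 10.8% on chromosome 9, the densest, and 9.93% on chromosome 21, which had only 0.839 positions per kb. A link with density was not tested.

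Density stepped up from a dip just outside island edges to the first 50 bp inside. GC content in 200-bp windows is argued against as the cause of this step: relative to the GC expectation, the first 50 bp inside still had 1.93 times the value found 50 to 100 bp outside, and the log2 ratio was positive on 23 of 23 chromosomes. Start sites of protein-coding genes near the edges are argued against as well. The ratio per base was 2.29 at islands without such a start site within 200 bp. It was above 1 on 19 of the 21 chromosomes with a value. At islands with such a start site the ratio was 1.52, and the difference between these sets was not tested. Start sites of other genes were not examined. Both ratios are taken against the dip, so they show a step and not an excess inside over the sequence beyond the dip. Shorter sequence features stay open. The edges were found by the first and last CpG of a dense run, so the sequence at 0 is fixed by the definition, and a preference of nucleosomes for or against such sequence was not tested.

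The 3 island start sites with more positions than nucleosomes could fill (ZNF595, NBPF1 and GPRIN2) were examined for reads shared between near-identical copies. The share of 32-bp words that occur again on chromosomes 1-22 and X was 17.6% for ZNF595, 23.3% for NBPF1 and 3.83% for GPRIN2. Their median, 17.6%, lay between the median (5.20%) and the 90th percentile (18.3%) of 300 island start sites drawn at random. With 3 genes, shared reads and other causes cannot be told apart. Copies on sequences other than chromosomes 1-22 and X, or absent from hg38, would escape this count, and none was analysed here.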
